# Dataset of histone H3K4me2 modified genes in the liver of female Sprague-Dawley rats with chronic antipsychotic drugs of olanzapine or clozapine

**DOI:** 10.1016/j.dib.2025.111425

**Published:** 2025-02-22

**Authors:** Yueqing Su, Jiamei Lian, Chao Deng

**Keywords:** Olanzapine, Clozapine, Second generation antipsychotic drugs, ChIP-Sequencing, H3K4me, Liver

## Abstract

Epigenetic histone modifications have been found to be associated with the development of metabolic disorders. However, the potential contribution of these modifications to metabolic disturbances induced by chronic treatment with second-generation antipsychotic drugs (SGAs) remains unclear. This dataset presents chromatin immunoprecipitation (ChIP) data on H3K4me methylation in hepatic tissue of rats treated with olanzapine or clozapine for 9 weeks for a comprehensive view of the effects of SGAs on H3K4me methylation in an animal model. It offers new insights into the epigenetic mechanisms underlying SGAs-induced metabolic side effects.

Specifications Table

**Table:** 

Subject	Epigenetics
Specific subject area	Histone methylation and antipsychotic drugs
Type of data	Tables, Fig.s
Data collection	Female Sprague-Dawley rats were treated for 9 weeks with olanzapine (3 mg/kg, b.i.d, orally, Zyprexa, Eli Lilly, Indianapolis, USA), clozapine (20mg/kg, b.i.d, orally, Clozaril, Novartis, Turkey), or a vehicle (equivalent sweet cookie dough pellet without drugs). Two hours after the final drug treatment, all animals were sacrificed, and their liver were dissected. After shearing to an average fragment length of 200–1,000 bp, the hepatic cross-linking DNA was incubated with chip-grade anti-dimethyl-H3-K4 antibody. The chromatin immunoprecipitation (ChIP) DNA was then used to construct a DNA paired-end library at Novogene Co. (Hong Kong) and performed high throughput sequencing using an Illumina Hiseq2500 50SE sequencer. Quality control (QC) was performed at each step, including sample testing, library preparation, and sequencing, to ensure the accuracy and reliability of the data. The raw reads from the Illumina HiSeqTM X TEN underwent QC to determine their suitability for subsequent analysis and were filtered to obtain clean reads. The clean reads were compared to the Rattus norvegicus reference genome Rnor_6.0 using BWA comparison software. Unique positions on the alignment were extracted for read analysis and peak scanning.
Data source location	Institution: School of Medical, Indigenous and Health Sciences, University of Wollongong City/Town/Region: Wollongong Country: Australia
Data accessibility	Repository name: National Center for Biotechnology Information (NCBI) Data identification number: GSE288060 Direct URL to data:https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288060
Related research article	1. Yueqing Su, Xuemei Liu, Jiamei Lian, Chao Deng. Epigenetic histone modulations of PPARγ and related pathways contribute to olanzapine-induced metabolic disorders. Pharmacological Research 2020 May: 155:104703

## 1 Value of the Data

• This data will provide a comprehensive genome-wide view of the effects of second generation antipsychotics on H3K4me methylation.
• This dataset will offer new insights into the epigenetic mechanisms underlying antipsychotic-induced metabolic side effects.
• This unique profile of H3K4me methylation in olanzapine or clozapine treated animals will help explain the differences in their observed metabolic characteristics.

## 2 Background

Both animal and human studies suggested that antipsychotic drugs could alter epigenetic homeostasis and induce pharmacoepigenomic effects, indicating a promising role for these drugs in modulating the host epigenome [[1], [2], [3]]. Histone H3 lysine 4 (H3K4me3) is associated with transcriptional start sites and is proposed to regulate transcription initiation [4]. It may also serve as a metabolic sensor [5]. However, the epigenetic mechanisms involving H3K4me methylation that underlie metabolic disorders induced by antipsychotic treatment remain poorly understood.

Chromatin immunoprecipitation followed by next-generation sequencing (NGS) (ChIP-seq) is the most widely used method for analysing genome-wide DNA-protein interactions, which explains the genomic distribution of chromatin-associated proteins, histone posttranslational modifications, and histone variants. This enables systematic analysis of how the epigenomic landscape contributes to disease [6,7].

Thus, to investigate whether chronic treatment with olanzapine and clozapine has differential effects on histone H3K4me modification, ChIP-seqanalysis was performed on hepatic tissue dissected from rats after 9 weeks’ drug administration.

## 3 Data Description

### 3.1 Data quality control

#### 3.1.1 Distribution of sequencing quality

The “e” represents the sequence error rate, and Qphred represents the base quality value, calculated as Qphred=-10log10(e). The relationship between sequencing error rate (e) and sequencing base quality value (Qphred) is presented in Table 1. The distribution of quality score is shown in Fig. 1.

**Table 1:** The relationship between sequencing error rate (e) and sequencing base quality value.

Phred score	error base	right base	Q-score
10	1/10	90%	Q10
20	1/100	99%	Q20
30	1/1000	99.9%	Q30
40	1/10000	99.99%	Q40

**Fig. 1:**
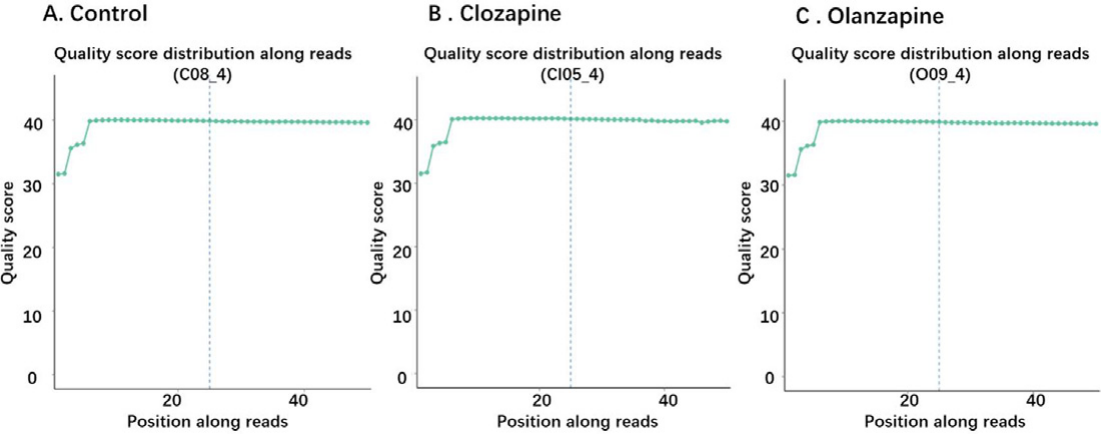
Distribution of Sequencing Quality. **A**. Control, **B**. Clozapine, **C**. Olanzapine. The base position is on the horizontal axis, and the sequencing quality is on the vertical axis.

#### 3.1.2 Distribution of sequencing error rate

The error rate of this project is shown in Fig. 2.

**Fig. 2:**
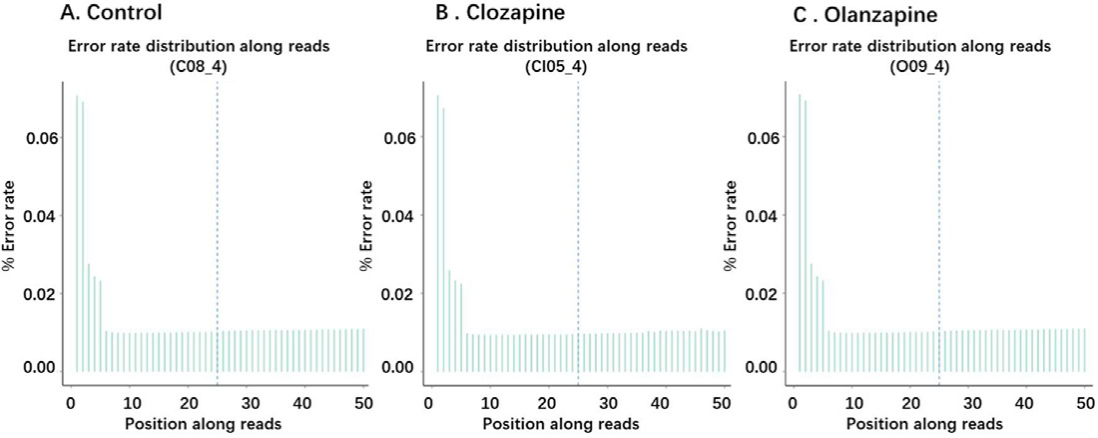
Error Rate Distribution. **A**. Control, **B**. Clozapine, **C**. Olanzapine. The base position is on the horizontal axis, and the single base error rate is on the vertical axis.

#### 3.1.3 Distribution of A/T/G/C base

According to the principle of complementary bases, the content of AT and GC should be equal at each sequencing cycle and remain constant and stable throughout the sequencing process. However, in practical measurements, due to the primer amplification bias and other factors, fluctuations in the first 6 to 7 nucleotides are normal and reasonable.

The distribution of GC content is shown in Fig. 3.

**Fig. 3:**
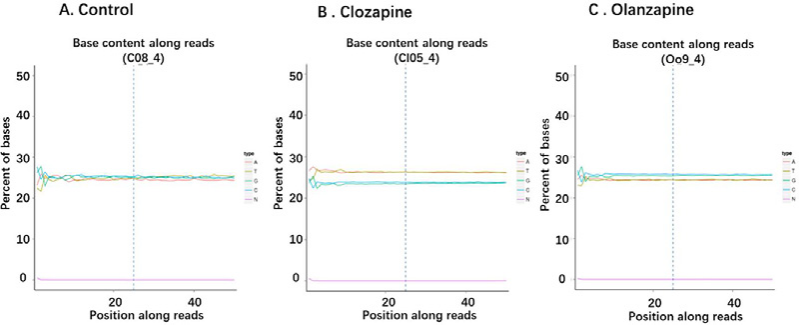
A/T/G/C Distribution. **A**. Control, **B**. Clozapine, **C**. Olanzapine. The base position is on the horizontal axis, and the single base percentage is on the vertical axis.

#### 3.1.4 Results of raw data filtering

The Sequencing data filtration of this project can be seen in Fig. 4.

**Fig. 4:**
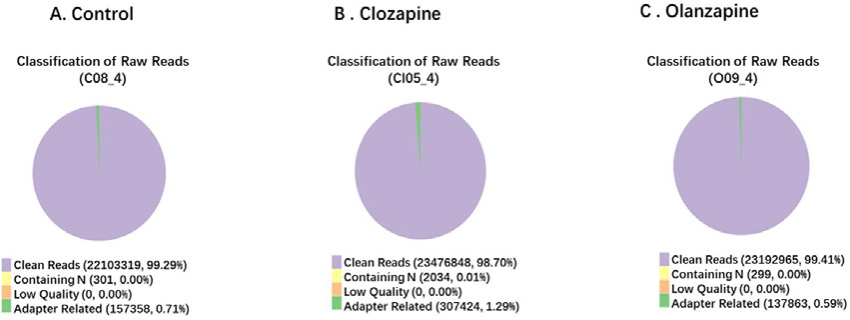
Composition of Raw Data. **A.** Control, **B.** Clozapine, **C.** Olanzapine. Different color for different components: (1) Purple: Adapter related: (reads containing adapter) / (total raw reads); (2) Yellow: Containing N: (reads with more than 10% N) / (total raw reads); (3) Orange: Low quality: (reads of low quality) / (total raw reads); (4) Green: Clean reads: (clean reads) / (total raw reads).

### 3.2 Summary of sequencing data information

#### 3.2.1 The data filtered from raw data: clean data 10.4 G

The detail statistics for the quality of sequencing data are shown in Table 2. Bases distribution of filtered reads in each sample is presented in Fig. 5.

**Table 2:** Data quality summary.

Sample	Raw Reads	Clean Reads	Raw Base(G)	Clean Base(G)	Effective Rate (%)	Error Rate (%)	Q20(%)	Q30(%)	GC Content (%)
clo5_4	23786306	23476848	1.2	1.2	98.7	0.01	99.17	97.38	50.45
co8_4	22260978	22103319	1.1	1.1	99.29	0.01	99.01	96.74	50.49
o09_4	23331127	23192965	1.2	1.2	99.41	0.01	99	96.72	51.17

Note: Raw reads: total amount of reads of raw data, each four lines taken as one unit. For paired-end sequencing, it equals the amount of read1 and read2; otherwise, it equals the amount of read1 for single-end sequencing. Clean reads: total amount of reads of clean data, each four lines taken as one unit. For paired-end sequencing, it means the amount of read1 and read2; otherwise, it equals the amount of read1 for single-end sequencing. Raw bases: (Raw reads) * (sequence length), calculating in G. For paired-end sequencing like PE150, sequencing length equals 150; otherwise, it equals 50 for sequencing like SE50. Clean bases: (Clean reads) * (sequence length), calculating in G. For paired-end sequencing like PE150, sequencing length equals 150; otherwise, it equals 50 for sequencing like SE50. Effective Rate (%): (Clean reads/Raw reads) *100%. Error rate: base error rate. Q20, Q30: (Base count of Phred value > 20 or 30) / (Total base count). GC content: (G & C base count) / (Total base count).

**Fig. 5:**
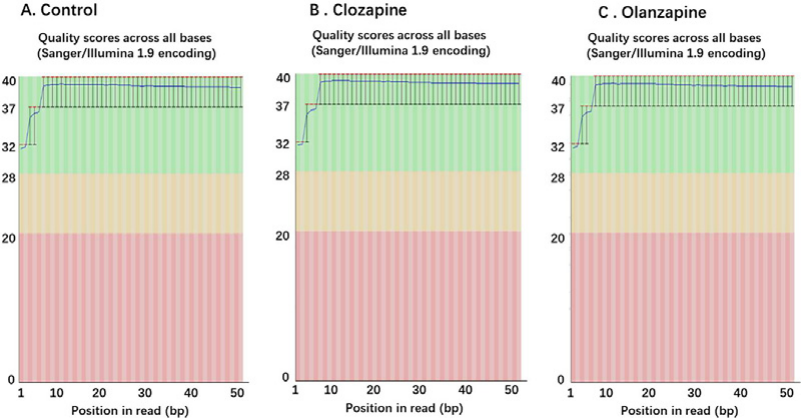
Bases distribution of filtered reads in each sample. **A**. Control, **B**. Clozapine, **C**. Olanzapine. The horizontal coordinate is the position of the base of read, and the vertical coordinate represents the mass value of the base at the corresponding site of reads.

#### 3.2.2 Genome comparison analysis

The outcomes of genome comparison analysis are presented in Table 3.

**Table 3:** Results of genome comparison analysis (rattus_norvegicus reference genome Rnor_6.0 (http://asia.ensembl.org/Rattus_norvegicus/Info/Index).

Sample	genome	upstream 5kb	UTR5	Exons	Introns	UTR3	downstream 5kb
	reads (%)	reads (%)	reads (%)	reads (%)	reads (%)	reads (%)	reads (%)
c08_4	8587304(100)	332773(3.88)	122228(1.42)	191338(2.23)	2307882(26.88)	37262(0.43)	169194(1.97)
cl05_4	2076477(100)	58798(2.83)	41930(2.02)	99700(4.80)	489441(23.57)	21600(1.04)	47988(2.31)
O09_4	10203016(100)	695375(6.62)	263804(2.59)	413489(4.05)	3307512(32.42)	54874(0.54)	197752(1.94)

#### 3.3.3 Identification of binding loci

The distribution of peaks in the clozapine and olanzapine groups is presented in Fig. 6, while Fig. 7 shows the distribution of binding gene functional elements.

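H3K4me2 in liver was profiled by ChIP-seq in 1 library from an olanzapine-treated rat (3 mg/kg, 2 times a day for 9 weeks), 1 library from a clozapine-treated rat (20 mg/kg, 2 times a day for 9 weeks) and 1 library from a vehicle-treated rat. The paper gives 12 animals per group. The peak lists of the olanzapine and clozapine libraries were analysed, and no peak list of the vehicle library was used here. With 1 library per drug there are no replicates, so the values below describe 2 libraries and carry no test between the drugs. By the paper's Table 2 and Table 3, 10203016 of 23192965 clean reads were assigned to the genome in the olanzapine library (44.0%), 2076477 of 23476848 in the clozapine library (8.84%) and 8587304 of 22103319 in the vehicle library (38.9%). The peak lists carry no read numbers.
The authors aligned the clean reads to Rnor_6.0 with BWA and kept uniquely mapped reads without mismatches. The paper's text does not name the peak caller, its threshold, the control used for calling or the version of the gene annotation. For each peak the authors' lists give its position, its length, a fold enrichment, -log10 of p and q, a class relative to genes and the gene. These per-peak values are the authors' own and are used only to describe and rank peaks within a list. The olanzapine list holds 7128 peaks covering 5.18 Mb and the clozapine list 19449 peaks covering 6.03 Mb. Both lists extend to a q of about 0.1. The median fold enrichment was 4.30 in the olanzapine list (quartiles 3.88 and 4.84) and 3.78 in the clozapine list (quartiles 3.11 and 4.51). A gene was counted as having a peak when the authors placed a peak in its upstream, 5' UTR or exonic class, splice sites included. The upstream class reached up to 986 bp from a gene. Shares of peaks carry 95% Wilson intervals, which cover the counting of peaks only.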

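Genes that define the hepatocyte carried peaks in both libraries, mostly in the exonic class. More genes of lipid metabolism had a peak in the olanzapine library, but so did more genes at large and in most other pathway lists. More markers of other cell types had a peak, mostly in the exonic class, in the clozapine library. Of 28 genes of hepatocyte identity, 23 had a peak in the olanzapine library and 15 in the clozapine library, and 13 had one in both, among them Alb, Apob, Ttr and the transcription factors Foxa1 and Foxa2. Of 24 genes of PPAR signalling and lipid uptake, 12 had a peak in the olanzapine library, among them Ppara, Rxra, Fgf21 and Cpt1a, and 3 in the clozapine library, among them Pparg and Rxrb. Of 23 genes of cholesterol synthesis and uptake, 12 had a peak in the olanzapine library and 4 in the clozapine library, and Srebf2 had one in both. Of 23 genes of fatty acid and triglyceride synthesis, 13 had a peak in the olanzapine library and 7 in the clozapine library. Of 20 genes of fatty acid oxidation the counts were 11 and 8, and 12 in each with any class but intergenic. With any class but intergenic the counts in the olanzapine and clozapine libraries were 15 and 8 for PPAR signalling and lipid uptake, 13 and 8 for cholesterol and 16 and 12 for fatty acid and triglyceride synthesis, and with peaks longer than 200 bp only the last was 13 and 3. Fasn, the fatty acid synthase, had an exonic peak in the olanzapine library on chromosome 10 from 110002834 to 110006336 (fold enrichment 5.12) and no peak of these classes in the clozapine library.
Counted in the upstream, 5' UTR and exonic classes, insulin signalling was the list with the highest share after housekeeping genes in the clozapine library. There 15 of 26 genes had a peak, including Akt1, Akt2, Pik3ca and Igf1r, against 11 in the olanzapine library, including the insulin receptor substrates Irs1 and Irs2. Without genes with 3 or more exonic peaks in the clozapine library, a setting chosen after seeing the data, 10 insulin signalling genes had a peak in each library. The genes left out all have a clozapine peak by definition, so this setting lowers clozapine counts by construction. In that setting 12 of 28 hepatocyte identity genes had a peak in the clozapine library, with the genes left out still counted in the 28. With any class but intergenic, 20 insulin signalling and 18 housekeeping genes had a peak in the clozapine library, so the rank depended on the setting. For drug metabolism the counts were 15 of 34 genes in the clozapine library and 11 in the olanzapine library, with Cyp1a2 and Cyp2e1 in both. With peaks longer than 200 bp only, 7 drug metabolism genes had a peak in the clozapine library and 11 in the olanzapine library, and with any class but intergenic 18 in each. Of 24 genes of the unfolded protein and oxidative stress response, 17 had a peak in the olanzapine library and 10 in the clozapine library, with Xbp1 and Hspa5 in both. Liver endothelial markers had a peak at 0 of 14 genes in the olanzapine library and at 7 in the clozapine library, among them Kdr and Stab2. Hepatic stellate cell markers had 1 of 15 and 7 of 15, neuron markers 0 of 17 and 5 of 17, and cholangiocyte markers 2 of 13 and 6 of 13. Kupffer cell and macrophage markers had 1 of 14 and 3 of 14, and lymphocyte markers 0 of 16 and 2 of 16. Some of these markers had many exonic peaks in the clozapine library: Tek and Pdgfra had 6 each and Pax5 5. Without genes with 3 or more such peaks, liver endothelial markers numbered 6 in that library. Hepatic stellate cell, cholangiocyte and neuron markers then numbered 5 each, Kupffer cell and macrophage markers 2 and lymphocyte markers 1. Of a list of 25 receptor genes, which holds receptors that antipsychotics bind and also Gnrhr, which is not known as such, none had a peak in the olanzapine library and 2, Chrm5 and Htr1b, had one in the clozapine library. With any class but intergenic, neuron markers in the clozapine library numbered 8 and the receptor genes 5, and with peaks longer than 200 bp only, liver endothelial markers numbered 4, neuron markers 3 and the receptor genes 1. With the upstream and 5' UTR classes only, chosen after seeing the data, most list genes lost their peak in both libraries, and 7.23% of all protein-coding genes had one in the olanzapine library and 0.879% in the clozapine library. Hepatocyte identity then had 2 genes with a peak in the olanzapine library and 0 in the clozapine library, PPAR signalling and lipid uptake 4 and 0, cholesterol synthesis and uptake 2 and 0, fatty acid and triglyceride synthesis 3 and 0, insulin signalling 3 and 0, the stress response 7 and 0 and drug metabolism 1 and 1. Liver endothelial markers had 0 and 1, hepatic stellate cell and cholangiocyte markers 1 and 0 each. Neuron, lymphocyte and Kupffer cell and macrophage markers had 0 in both. Distances of exonic peaks to gene starts were not measured, so these counts do not show that no exonic peak lay near a start.
Of 18539 protein-coding genes with a curated transcript in the names table, 22.7% had a peak in the olanzapine and 14.4% in the clozapine library. Each list was set beside 10000 random gene lists of its size. In the olanzapine and clozapine libraries the PPAR list lay at percentiles 99.8 and 42.5, cholesterol synthesis and uptake at 99.8 and 67.1, fatty acid and triglyceride synthesis at 99.985 and 97.4, fatty acid oxidation at 99.9 and 99.7, insulin signalling at 98.5 and 100 and drug metabolism at 90.3 and 100. Glycolysis and gluconeogenesis lay at 99.9 and 94.5, bile acid synthesis and transport at 99.6 and 84.4 and inflammation and cytokine signalling at 99.6 and 57.4. The stress response lay at 100 and 99.9, the H3K4 methylation machinery at 95.9 and 75.6 and the circadian clock at 81.3 and 78.9. High percentiles in the olanzapine library are thus not particular to lipid genes. Hepatocyte identity and housekeeping genes both lay at percentile 100 in both libraries, so that percentile is not particular to hepatocyte genes. Liver endothelial markers lay at 1.27 and 99.9, neuron markers at 0.63 and 94.2, cholangiocyte markers at 27.6 and 99.7, Kupffer cell and macrophage markers at 8.04 and 77.5 and lymphocyte markers at 0.68 and 44.6. The lists were fixed before the data were examined, and genes are not replicates, so these percentiles only describe the 2 libraries. Random lists were not matched on gene length. Beyond comparisons on exon-selected DNA given further below, whether the clozapine library holds DNA from another source was not tested, since that needs reads.

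**Figure D1:**
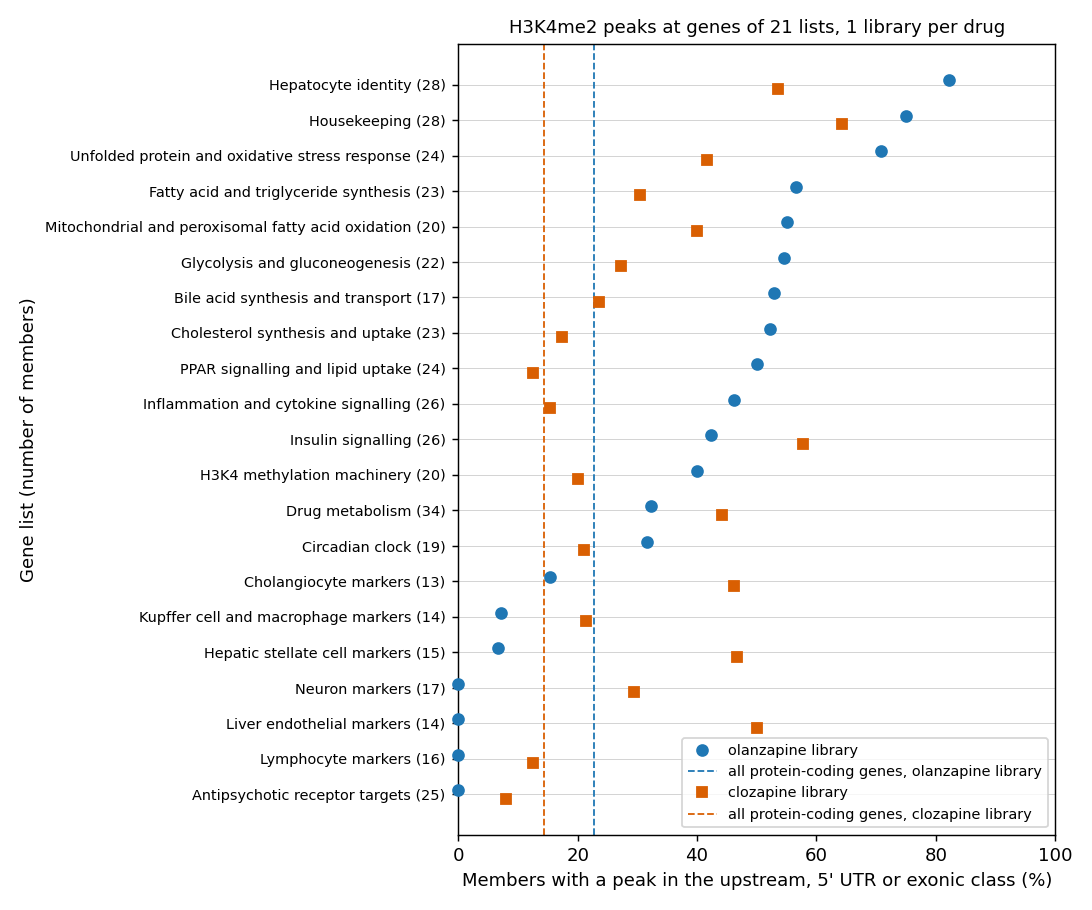
Share of the members of each gene list with a peak in the upstream, 5' UTR or exonic class in the olanzapine library (circles) and the clozapine library (squares), with the share of all protein-coding genes as dashed lines. Hepatocyte identity genes reach 82.1% and 53.6%, and liver endothelial markers 0% and 50.0%.

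In all, 4275 genes had such a peak in the olanzapine library and 2720 in the clozapine library, and 1073 had one in both. Independent lists drawn from the 12100 genes named in the 2 peak lists would share 961 genes. With the protein-coding genes of the names table as the background, a choice made after seeing the data, the lists shared 1061 genes where 608 would be shared by independent lists. Of the olanzapine peaks, 167 (2.34%) overlapped a clozapine peak by at least 1 bp, and 110 of these were exonic. Over 100 random placements of the olanzapine peaks on their chromosomes the mean was 55.5 and the range 41 to 76. Placements were uniform along each chromosome and not matched on genes or exons, so lists that both favour exons can exceed this level. The sources do not say whether the same control library was used for both lists, so part of the overlap may come from a shared control.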

**Fig. 6:**
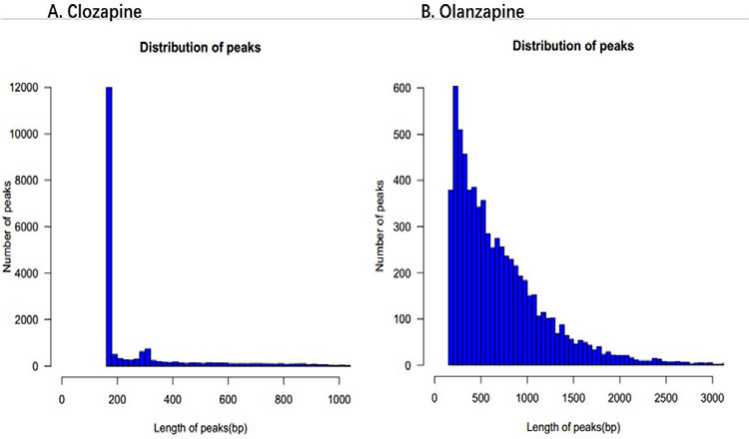
Distribution of peak. **A.** Clozapine, **B.** Olanzapine.

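Peaks of the olanzapine library were longer than those of the clozapine library, and most of the latter were close to the shortest length in their list. The median length was 577 bp in the olanzapine library (quartiles 333 and 948 bp) and 171 bp in the clozapine library (quartiles 170 and 306 bp). Peaks of at most 200 bp made up 5.32% of the olanzapine list (379 of 7128, Wilson 95% interval 4.82 to 5.86%) and 64.2% of the clozapine list (12489 of 19449, interval 63.5 to 64.9%). In the clozapine list 8083 peaks (41.6%) had exactly the shortest length of 170 bp, while 324 olanzapine peaks (4.55%) had the shortest length of that list, 196 bp. Peaks longer than 200 bp numbered 6749 in the olanzapine list and 6960 in the clozapine list.
The short clozapine peaks lay mostly between genes: 55.8% were intergenic, 26.7% intronic and 14.3% exonic, against 45.8%, 16.0% and 33.1% of the clozapine peaks longer than 200 bp. Short olanzapine peaks differed from longer ones in the same directions. Of those of at most 200 bp, 36.9% were intergenic, 26.4% intronic and 19.0% exonic, against 24.7%, 13.2% and 42.4% of longer ones. The gene of the transcription factor Cebpb shows the difference in length between the libraries. Its exonic olanzapine peak on chromosome 3 ran from 164423622 to 164427103 (3482 bp, fold enrichment 4.73), and its exonic clozapine peak from 164424548 to 164424717 (170 bp, fold enrichment 4.51) lay inside that interval. Actb, a housekeeping gene, had an exonic peak of 1229 bp in the olanzapine library (fold enrichment 4.49) and of 2517 bp in the clozapine library (fold enrichment 12.7). Among chromosomes 1 to 20 and X, chromosome 10 had the highest density of peaks in both libraries, with 5.35 peaks per Mb in the olanzapine library and 12.2 in the clozapine library, and chromosome X the lowest, with 0.682 and 4.37. With peaks longer than 200 bp only, chromosome 10 had 5.15 peaks per Mb in the olanzapine library and 4.57 in the clozapine library, and chromosome X 0.638 and 1.66. Chromosome extents were taken as the largest peak end on each chromosome in either list.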

**Fig. 7:**
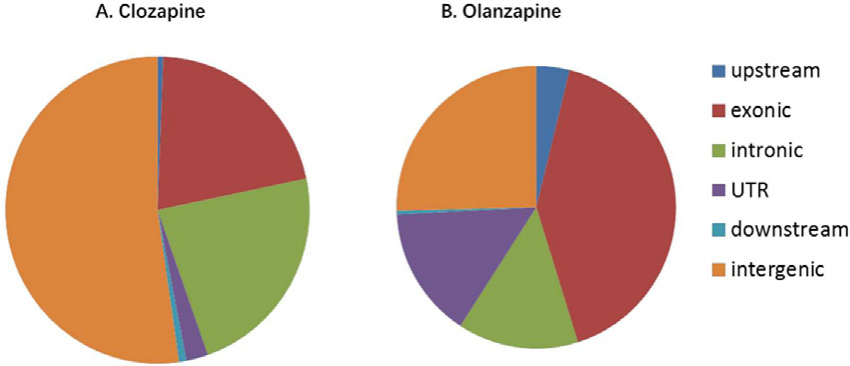
Distribution of binding gene functional elements. **A.** Clozapine, **B.** Olanzapine.

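By the authors' classes, olanzapine peaks were mostly exonic, upstream or in 5' UTRs, and clozapine peaks mostly intergenic, intronic or exonic. The authors give each peak a class for its whole length, and distances of exonic peaks to gene starts were not measured. An exonic peak may therefore lie at either end of a gene. Exonic peaks made up 41.1% of the olanzapine list (2932 of 7128, Wilson 95% interval 40.0 to 42.3%) and 21.1% of the clozapine list (4095 of 19449, interval 20.5 to 21.6%). Intergenic peaks made up 25.3% (interval 24.3 to 26.3%) and 52.2% (interval 51.5 to 52.9%), and intronic peaks 13.9% and 22.9%. The upstream class and the 5' UTR together held 1338 olanzapine peaks (18.8%, interval 17.9 to 19.7%) and 166 clozapine peaks (0.854%, interval 0.734 to 0.993%). Within UTRs the libraries differed in the end of the gene. The olanzapine list had 1057 peaks in 5' UTRs and 13 in 3' UTRs, and the clozapine list 45 in 5' UTRs and 406 in 3' UTRs.
Pparg, the nuclear receptor of the paper's related article, had a peak in its 5' UTR on chromosome 4 from 147274103 to 147275248 in the olanzapine library (fold enrichment 4.03). In the clozapine library it had 3 exonic peaks and an intronic one, of which the exonic peak from 147382177 to 147382573 was the strongest (fold enrichment 4.70). Ppara, the receptor that drives fatty acid oxidation in liver, had a 5' UTR peak in the olanzapine library (fold enrichment 4.08) and an intronic peak in the clozapine library (fold enrichment 3.70). Cpt1a, which imports fatty acids into mitochondria, had an upstream peak 680 bp from the gene in the olanzapine library (fold enrichment 4.14) and an intronic peak in the clozapine library (fold enrichment 3.06). Pck1, a gluconeogenic enzyme, had a 5' UTR and an intronic peak in the olanzapine library, and only intergenic peaks named it in the clozapine library. Srebf1, a regulator of lipid synthesis, had 1 exonic peak in the olanzapine library and 3 in the clozapine library. Hnf4a had intronic peaks in both libraries, Gapdh had peaks in the olanzapine library alone, and no peak in either list named Cyp7a1. Alb had 2 exonic peaks in the olanzapine library, and in the clozapine library 5 exonic peaks and a peak in its 3' UTR.

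**Figure D2:**
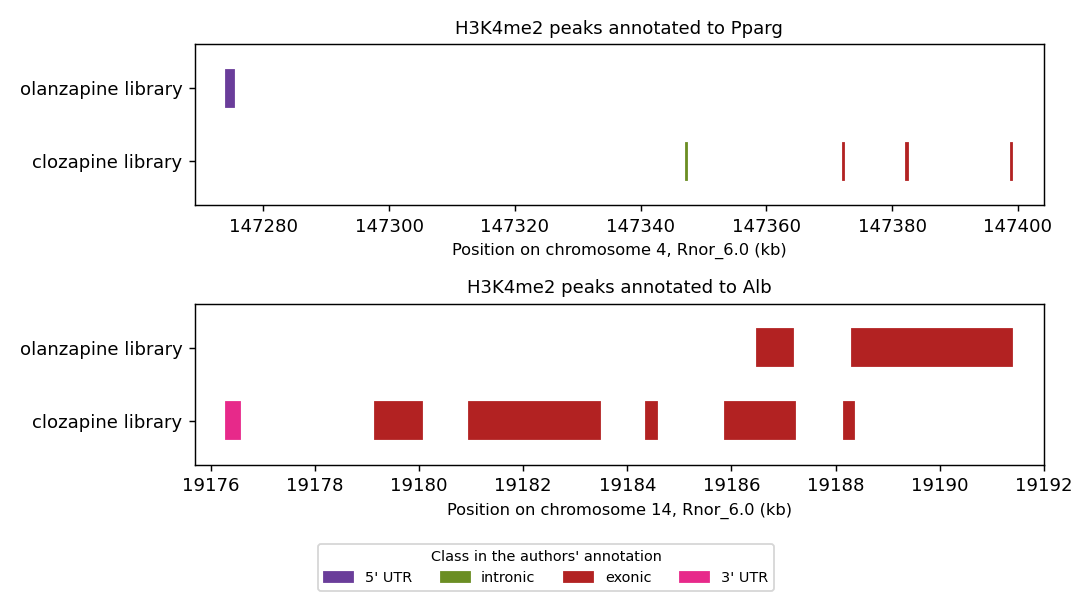
Positions of the peaks annotated to Pparg and Alb, intergenic peaks left out, in the olanzapine and clozapine libraries, coloured by the authors' class. The olanzapine peak of Pparg starts at 147274103 on chromosome 4 and the clozapine peaks lie further along the gene, the last of them ending at 147399143.

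Genes were ranked by the authors' -log10 p of their peaks longer than 200 bp in the upstream, 5' UTR and exonic classes, while intergenic peaks also stood among the 10 strongest peaks of each list. In the olanzapine library the strongest of these genes were Mib2, Swsap1, Tbc1d24, Cs, Sra1, Dnaaf4, Tnrc6b, Fmc1, Rae1 and C20h6orf89, and the 5' UTR peak of Mib2 had a fold enrichment of 10.4. In the clozapine library such genes included S100a9, Tmsb4x, Clu, Rps29, S100a8, Ranbp2, Rps14, Tff1 and Rpl37, each with an exonic peak. S100a9, a calcium-binding protein of neutrophils, had a fold enrichment of 44.9 and Tmsb4x one of 25.1. The strongest clozapine peaks named Rps14 and Rpl37 lie on chromosomes 5 and 10, while the strongest olanzapine peaks of these names lie on chromosomes 18 and 2, so these names cover more than 1 locus.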

## 4 Experimental Design, Materials and Methods

### 4.1 Animals and sample collection

Thirty-six female Sprague-Dawley rats (200g- 220g) were purchased from the Animal Resource Centre (Perth, WA, Australia). After one week of environmental adaption, the rats were randomly assigned into three groups: olanzapine (3 mg/kg, b.i.d, orally, Zyprexa, Eli Lilly, Indianapolis, USA), clozapine (20mg/kg, b.i.d, orally, Clozaril, Novartis, Turkey), and vehicle (equivalent sweet cookie dough pellet without drugs) with 12 animals per group. The antipsychotic drugs were mixed into 300mg sweet cookie powder (30% cornflour, 30.9% sucrose, 15.5% casein, 8.4% minerals, 6.4% fibre, 6.3% gelatine, 1.6% vitamins) and appropriate water. Each animal was treated orally twice a day (8:00 am and 8:00 pm, respectively) for nine weeks, as described previously [8]. During the treatment, rats were observed to completely consume drugs pellet. Since the rats avoided taking the cookie pellet with clozapine after 3 days’ treatment, clozapine was delivered using a 1 ml syringe via the mouth, followed by an equivalent sweet cookie dough pellet without drugs to ensure the same amount of cookie pellets was consumed. All animals were housed individually in a temperature-controlled room (22°C) with a 24-hour lighting cycle (lights on 07:00-19:00), and allowed free access to water and standard laboratory chow diet (containing 3.9kcal/g, 10% fat, 16% protein and 74% carbohydrate) throughout the experiment. Body weight, food intake and water consumption were recorded every week. Two hours after the final treatment, all fasting rats were sacrificed by carbon dioxide asphyxiation. Liver tissues were dissected and frozen in liquid nitrogen immediately.

### 4.2 Chromatin immunoprecipitation coupled with next-generation sequencing (ChIP-Seq)

EpiQuik™ Tissue Methyl-Histone H3-K4 ChIP Kit (P-2009-48, Epigentek, East Farmingdale, New York, USA) and EpiQuik™ Tissue ChIP Kit (xy-2003, Epigentek, East Farmingdale, New York, USA) were used to perform ChIP experiments for H3K4me2. According to the manufacturer's instructions, 40 mg of liver tissue was cut into small pieces and cross-linked using 1mL 1% formaldehyde at room temperature for 20 minutes, then was homogenized using Precellys®24 homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). The chromatin DNA was sheared to an average fragment length of 200–1,000 bp using a Branson 450 Digital Sonifier (Branson, Brookfield, CT, USA) at 20% amplitude with 7 pulses of 18 seconds each. The sheared DNA was diluted with an equal volume of ChIP dilution buffer, then transferred to a strip well pre-incubated with ChIP-grade anti-dimethyl-H3-K4 and anti-normal mouse IgG (negative control) for 60 minutes at room temperature. The cross-linked DNA was then released with 40 µL of release buffer containing 1 µL of Proteinase K and reversed with 40 µL of reverse buffer in a 65°C dry bath for one and a half hours. A spin column was used to purify 20 µL of the DNA. The ChIP DNA was sent to Novogene Co. (Hong Kong) for DNA paired-end library construction and high-throughput sequencing using an Illumina Hiseq2500 50SE sequencer (llumina, San Diego, CA, USA).

### 4.3 Quality control (QC)

To ensure the accuracy and reliability of the sequenced data, quality control (QC) was performed at each step, including sample testing, library preparation, and sequencing. The raw reads from the Illumina HiSeqTM X TEN (llumina, San Diego, CA, USA) also underwent QC to determine their suitability for subsequent analysis. The filtered sequence reads (raw reads) were cleaned through the following three filtering processes: (1) Removing reads containing adapters, (2) Removing reads with N > 10% (N represents bases that cannot be determined), and (3) Removing reads with low-quality bases (Qscore ≤ 5) that constitute over 50% of the total bases.

Adapter sequences:

5′Adapter:
5′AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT 3′
3′Adapter (The underlined 6bp bases is Index):5′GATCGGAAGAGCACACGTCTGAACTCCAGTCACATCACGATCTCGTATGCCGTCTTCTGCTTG3′

### 4.4 Bioinformation analysis

The Burrows-Wheeler Aligner software was used to map the clean data to the Rattus norvegicus reference genome Rnor_6.0 (http://asia.ensembl.org/Rattus_norvegicus/Info/Index). Only uniquely mapped reads without mismatches were retained for further analysis.

## Limitations

This high throughput data set did not provide the expression levels of target genes or proteins. In addition, it was not supported by ChIP-PCR.

## Ethics Statement

The Animal Ethics Committee at University of Wollongong approved all experimental procedures using animals (AE12/26), according to the Australian Code of Practice for the Care and Use of Animals for Scientific purposes.

## Credit Author Statement

**Yueqing Su**: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Validation, Visualization, Writing –original draft, Writing –review & editing. **Jiamei Lian:** Conceptualization, Formal analysis, Funding acquisition, Investigation, Methodology, Validation, Writing –review & editing. **Chao Deng**: Conceptualization, Funding acquisition, Methodology, Project administration, Resources, Writing –review & editing.

## Data Availability

NCBIDataset of histone H3K4me2 modified genes in the liver of female Sprague-Dawleyrats with chronic antipsychotic drugs of olanzapine or clozapine (Original data).

How the deposited data were processed for this re-analysis (not part of the article)

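Liver H3K4me2 was measured by ChIP-seq in 1 olanzapine, 1 clozapine and 1 vehicle library from female rats, and the peak lists and enrichment tables of the olanzapine and clozapine libraries were analysed. The paper names a 50SE sequencer (Hiseq2500) and also a paired-end library and reads from another sequencer model, so the read layout is not settled by it. It gives alignment with BWA to Rnor_6.0 and use of uniquely mapped reads without mismatches. The build is also named in the submitters' processing notes. The authors' peak lists give, for each peak, a fold enrichment as a ratio over a background the paper's text does not name, and the -log10 of a p-value and of a q-value. The authors' deposited enrichment tables give, for each GO term and KEGG pathway, the number of input and background genes, a p-value and a corrected p-value, and the paper does not describe how they were made. Start and end positions count from 1, and every length equals end minus start plus 1. A spreadsheet had turned 9 gene names of the olanzapine list and 22 of the clozapine list into dates, and these were left out of gene counts.

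No genome or annotation of this build was used, so the classes and gene names are the authors'. A names table of assembly GRCr8 served to match symbols, and 11839 of 12100 gene names in the peak lists (97.8%) matched. It also gave the background of 18539 protein-coding genes with a curated transcript, used for shares of genes and random lists. Overlap of peaks was counted from 1 bp, with 100 random placements of the olanzapine peaks on the same chromosome as the chance level. The 21 gene lists were fixed before the data were examined, 445 of their genes were found in the names table, and 3 genes stand in more than 1 list. Each list was set beside 10000 random lists of its size. Matching on gene length and on promoter GC content, windows of 2.5 and 5 kb around transcription start sites and the sequence content of peaks were not run, since they need a genome and annotation of the files' build. The p-value of each GO term and KEGG pathway was recomputed with a one-sided hypergeometric test and Benjamini-Hochberg adjustment within each table, with the genes of the most inclusive term, cell, as the background (11766 genes, of which 3219 were input genes for olanzapine and 3522 for clozapine). This background is an assumption, because the tables do not state their totals.

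The genes named were chosen by a rule set before the data were examined: Pparg, the 10 genes per drug with the strongest peak longer than 200 bp, up to 3 members of each list per drug by -log10 p, up to 3 per list and drug with a peak in that library alone, and 10 genes fixed by name. Other members of lists named in the text are examples chosen after their values were seen. Some genes that the rule names are not reported here. Alternatives were a -log10 q of at least 5, a fold enrichment of at least 5, peaks longer than 200 bp, chromosomes 1 to 20 and X, shares of covered bases, equal list lengths, other overlap criteria, other peak classes and other adjustments. The overlap, placement, list and adjustment steps were tested on simulated data, where 100% of the planted overlaps among 5000 peaks were recovered. The lists carry no read numbers, so the depth behind each peak is unknown. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.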

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

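The tests on where the clozapine peaks lie were chosen after that pattern had been seen, the test on exons and its limit of 50% with the class shares already known, and the cancer genes used for the other test were listed after the strongest genes of the clozapine library had been seen, with those genes left out. With 1 library per drug, no outlier among replicates and no difference between groups was tested.

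Few clozapine peaks were in the upstream and 5' UTR classes, at the 5' ends of genes, where H3K4me2 is usually found. If a loss of depth alone left the strongest sites, many of the strongest clozapine peaks should overlap an olanzapine peak. Of the 500 strongest, 1.80% did (9 peaks, upper bound of the Wilson 95% interval 3.39%). In all, 168 of 19449 clozapine peaks overlapped one, so most of the 500 could not, whatever their rank. The test therefore does not decide whether few aligned reads were the cause. DNA copied from spliced RNA or selected for exons would give peaks mostly in exons and UTRs, while 75.1% of the clozapine peaks were intergenic or intronic. The limit was set with that share known, so the value only describes the list and decides nothing about this source. Of the clozapine peaks longer than 200 bp, 33.1% were exonic, 3.51% in UTRs, 45.8% intergenic and 16.0% intronic. Whether such DNA gave the exonic and 3' UTR peaks, or peaks in exons that the annotation lacks, stays open. An effect of clozapine treatment cannot be told apart from the library, because 1 clozapine library has a peak list.

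In the clozapine library 313 genes had 3 or more exonic peaks, against 3 in the olanzapine library, a signal in genes the paper does not discuss. Of 149 genes known to be mutated in cancer, 49 had 3 or more exonic peaks, where lists matched on the number of intronic peaks gave a mean of 3.10 and an upper bound of 7 for the central 95% of 10000 lists. With 1 or more exonic peaks, since few olanzapine genes reach 3, 21 of the cancer genes were counted in the olanzapine library, where matched lists gave 24.5, and 100 in the clozapine library, where they gave 22.6. This may come from DNA of cancer genes selected for exons, a hypothesis found and tested on the same library. The observed number was 15.8 times the matched mean. Lists without matching gave a mean of 2.48, so the matching changed the level little. Intronic peaks are only a stand-in for gene size, and exon number was not matched. Whether larger genes account for part of the excess is therefore not decided.

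Peaks on Y chromosome sequences numbered 146 in the clozapine library (0.751% of peaks) and 0 in the olanzapine library, which allows a share of up to 0.0421%, although the rats were female. Of these, 9 lay on the assembled Y chromosome. The peak with the highest -log10 p in the clozapine library, 129.9, lay in an exon of S100a9, which had no peak in the olanzapine library. Beyond the comparisons above on exon-selected DNA, mixed or contaminating DNA in the clozapine library was not tested, since that needs reads. This limit holds for every clozapine count given here. The paper does not report on the enrichment tables, in which 66 KEGG pathways for olanzapine and 147 for clozapine had a recomputed adjusted p below 0.05.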

How the results depend on the processing

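The classes limited to upstream and 5' UTR were chosen after seeing the data, as were the settings without genes with 3 or more exonic peaks and with curated protein-coding genes. The cause of each change was not tested, except that stricter thresholds keep fewer peaks by construction. No paired analysis was possible because each drug has 1 library. Windows of 2.5 and 5 kb around start sites, matching on gene length or promoter GC and the sequence of peaks were not run. The peak lists give no depth, so these values were not set against read numbers.

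At a -log10 q of at least 5 the olanzapine library had 435 peaks of median length 475 bp, 2.76% of at most 200 bp and 46.2% exonic, and the clozapine library 3775 peaks of median 172 bp, 72.4% of at most 200 bp, 12.7% exonic and 57.9% intergenic. Then 2 olanzapine peaks overlapped a clozapine peak, and 293 olanzapine and 380 clozapine genes had a peak, 11 in both. At a fold enrichment of at least 5 there were 1431 and 2432 peaks. With peaks longer than 200 bp only, 6960 clozapine peaks were left, 33.1% exonic, 45.8% intergenic and 0.718% upstream or 5' UTR, olanzapine peaks were 42.4% exonic, 96 olanzapine peaks were shared, 1641 clozapine genes had a peak with 668 in both, and 18 clozapine peaks lay on Y sequences. By covered bases, exonic shares were 48.4% for olanzapine and 29.7% for clozapine, intergenic shares 22.0% and 47.1%, and the clozapine share upstream or in 5' UTRs 0.717%. With equal list lengths the clozapine shares were 12.9% exonic, 57.8% intergenic and 0.687% upstream or 5' UTR, and 42 olanzapine peaks were shared. With gaps of up to 1 kb 386 were shared. With upstream and 5' UTR classes only, 1367 olanzapine and 167 clozapine genes had a peak, 20 in both, and of the genes of the 21 lists 42 and 4. Bonferroni adjustment left 389 GO terms and 22 KEGG pathways for olanzapine and 828 GO terms for clozapine, and terms of 5 to 500 genes 740 GO terms for olanzapine. In each setting for which class shares of peaks were computed, the olanzapine list had the higher exonic and the lower intergenic share. Exonic shares of reads, given below, went the other way.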

Differences from the paper's values

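Of the values of the paper that could be set beside values of the peak lists or recomputed from its own tables, none differed by more than 1.5 times when all peaks of the lists were used. Some shares did with a -log10 q of at least 5, with peaks longer than 200 bp only and with equal list lengths, among them the exonic share for clozapine (12.7%, 33.1% and 12.9%). The paper's Table 3 gives 6.62% of the olanzapine reads in the upstream 5 kb class, and the paper's own read numbers, 695375 of 10203016, give 6.82%. By these read numbers, exons held 4.80% of the reads in the clozapine library, 4.05% in olanzapine and 2.23% in vehicle. In the same order, 3' UTRs held 1.04%, 0.538% and 0.434%, and 5' UTRs 2.02%, 2.59% and 1.42%. The upstream 5 kb class held 2.83%, 6.82% and 3.88%. The exonic share was thus higher for clozapine by reads and for olanzapine by peaks. Fig. 7B shows about 42% exonic peaks for olanzapine and Fig. 7A about 21% for clozapine, measured from the pictures after the peak lists had been analysed, and the lists give 41.1% and 21.1%.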

Other observations

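In the authors' deposited tables 200 of 292 KEGG pathways for olanzapine and 210 of 294 for clozapine had a corrected p below 0.05. Recomputed with the one-sided hypergeometric test against the genes of the term cell, 66 and 147 pathways passed the same threshold, 49 of them in both. Pathway counts were not limited to genes of that term, so these p-values are approximate. The input was 4027 genes for olanzapine and 4461 for clozapine. Of these, 98.9% and 98.7% had a peak of any class but intergenic. Intronic peaks thus count here, unlike in the counts of genes with an upstream, 5' UTR or exonic peak. The metabolic pathways as a whole passed for olanzapine (476 of 1308 genes, exact test, adjusted p = 6.35e-12) and not for clozapine (389 genes, adjusted p = 0.759), while the authors' deposited table gives a corrected p of 3.59e-20 for clozapine. Insulin signaling passed for both, with 66 of 140 genes for olanzapine (exact test, adjusted p = 2.93e-05) and 73 for clozapine (adjusted p = 1.79e-07). Non-alcoholic fatty liver disease passed for olanzapine (71 of 163 genes, exact test, adjusted p = 0.000183) and not for clozapine (58 genes, adjusted p = 0.127), and PPAR signaling likewise (37 of 82 genes, adjusted p = 0.00426, and 30 genes, adjusted p = 0.203). In the authors' deposited table the corrected p for clozapine is 6.85e-06 for the former and 0.000848 for the latter. The authors' test and background are not described, and why the values differ was not tested. Pathways in cancer had 204 of 400 genes for clozapine (exact test, adjusted p = 7.58e-17) and 130 for olanzapine (adjusted p = 0.0520), where the authors' deposited table gives a corrected p of 2.75e-11. Differences between the drugs were not tested, and genes are not replicates.

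Of 22 genes of glycolysis and gluconeogenesis, 12 had a peak in the upstream, 5' UTR or exonic class in the olanzapine library, among them Pck1 and the glucose transporter Slc2a2, and 6 in the clozapine library, among them Pkm and Hk1. Of 20 genes of fatty acid oxidation the counts were 11 and 8 (12 in each with any class but intergenic), of 17 genes of bile acid synthesis and transport 9 and 4, of 26 genes of inflammation and cytokine signalling 12 and 4, of 20 genes of the H3K4 methylation machinery 8 and 4, of 19 circadian clock genes 6 and 4 and of 28 housekeeping genes 21 and 18. In the clozapine library, any class but intergenic gave 8 genes of inflammation and cytokine signalling and 7 of the H3K4 methylation machinery, and peaks longer than 200 bp only gave 2 genes of bile acid synthesis and transport and 1 circadian clock gene. The clozapine list also had 2 peaks on the mitochondrial sequence, the longer from 1369 to 3320, and the olanzapine list 0.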
